A study of Mus musculus with 6 samples.

How the data were processed

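Bulk ATAC-seq was made from freshly dissected face tissue of wild-type mouse embryos at stage E11.5. Per the labels, nuclei were treated with Tn5 transposase and the libraries were sequenced as single-end reads of 50 bp. The samples were 2 libraries each labelled maxillary process, mandibular process and nose. The cell type is given as mixed.

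The submitters' processing notes name Bowtie2, SAMtools and the genome build mm10, without versions. The peak caller is not named in the labels. The authors deposited one narrowPeak list per library, called on each library alone, with a score, a fold over background, a −log10 p and a −log10 q for each summit. On the values themselves, the deposited score equals the whole part of 10 times the −log10 p, up to a cap. The fold is the ratio of the summit to its local background within the library, as the authors' caller gave it. The deposited −log10 q values begin at 1.3 in 4 lists and higher in 2, which end at almost the same number of lines (299726 and 299731). A line is a summit, and an interval with several summits stands in the list several times. Reads and coverage were not used here, so presence or absence of a peak was the only measure compared across libraries, and the score, fold and −log10 q served only to rank or filter within a list. No depth in reads and no limit of detection per library can be given.

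All peaks lay on chromosomes 1 to 19, X and Y. Overlapping peaks of all libraries (at least 1 bp) were merged into regions, and a region counted as called in a library if a peak of that library lay in it. Coordinates are those of the lists, on GRCm38. Each region's strongest summit, by rank within its own list, was assigned to the nearest start site of a protein-coding transcript among 21827 genes of the GENCODE M21 basic annotation, up to 100 kb away, and a distance of up to 1 kb defined promoters. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and bedtools 2.31.1 for the Jaccard index.

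Libraries were grouped by their labels. The names of the 4 jaw files carried the abbreviation of the other jaw process. Replicate numbers were not used as pairs. Similarity was the Jaccard index of covered base pairs for the 15 pairs of libraries, tested by exact permutation over all divisions of the 6 libraries into pairs, one-sided. Label-specific regions were those called in both libraries of a label and in none of the other 4, and they were set beside the same count for the 12 pairs of libraries with different labels. Each contrast of labels counted regions called in both libraries of one and neither of the other, beside the 2 other splits of the same 4 libraries.

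For each gene with at least 5 regions that differed in a contrast, the directions were tested by an exact two-sided binomial test against the genome-wide share, with Benjamini-Hochberg adjustment and a threshold of 0.05. Regions of one gene are not independent. For 19 gene lists, the share of label-specific regions among the regions of a label nearest to list genes was set against 100000 random gene lists matched on the number of such regions, each gene being drawn from the 150 genes on either side in that order, two-sided, with adjustment over 57 tests. The lists were lower jaw, upper jaw, first arch, frontonasal mesenchyme, nasal epithelium, general facial mesenchyme, cartilage and bone, surface and oral epithelium, pharyngeal endoderm, second-arch Hox genes, muscle, neurons, forebrain, eye, Schwann cell precursors and melanoblasts, endothelium, blood, facial signals and clefting genes. Of their members, Twist1, Runx2, Trp63 and others are expressed in the face at large, some genes stand in more than one list, and all members had a start site in the annotation.

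Promoter shares were compared with those of regions called in all 6 libraries by Fisher's exact test, two-sided. For 18 motifs, windows of 100 bp on each side of the strongest summit were searched on both strands. The share of label-specific regions with the motif was compared by Fisher's exact test, two-sided, with as many regions called in all libraries, matched on promoter class and on GC content in steps of 5 percentage points, with adjustment over 54 tests. The same odds ratio was computed for all 15 pairs of libraries, with a separate draw of controls. A motif call was compared with the range of the 12 pairs with different labels. These p-values treat regions as independent and measure the spread within these libraries only, which may be technical in part, as the labels do not say whether replicates are separate embryos.

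Before the data were examined, the lists, motifs, tests, alternatives and the rule for named genes were fixed. The rule named genes of the label check whatever they showed, of which Hand1, Hand2, Dlx5, Dlx6, Pou3f3, Alx1 and Alx4 are reported, up to 10 genes per contrast and direction among those past the threshold, the member of each list with the most label-specific regions where the list did not pass, and the 3 best ranked label-specific regions per label. Wnt11 in its contrast, and the genes called with a library left out, were named because their counts were 5 or fewer, after their values were seen. The range of odds ratios over pairs was also added after the values were seen.

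The tests were checked on simulated data. With 20, 40 or 60% of the regions of 200 genes moved to one label, the gene test recovered 12.5, 74.5 and 98% in the contrast of maxillary with mandibular process, 15, 79.5 and 97% in that of maxillary process with nose and 11.5, 72 and 98% in that of mandibular process with nose, and it made 0 calls when nothing moved. Lists of 9 genes with label-specific shares raised 1, 2 or 3 times passed an unadjusted 0.05 in 2, 50 and 89% of draws for maxillary process, 4, 58 and 91% for mandibular process and 2, 63 and 98% for nose. A motif planted in 5% of 10000 windows was found in 7.08% against 2.20% of windows without it.

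Alternatives were a −log10 q of at least 3, presence at −log10 q of at least 5, the best 219779 peaks of each library (the length of the shortest list), the best 50000 peaks, windows of 250 bp on each side of summits, cover of at least 50% or 200 bp of a region, chromosomes X and Y left out, each library left out, genes within 50 or 500 kb, every gene within 100 kb, at least 3 or 10 differing regions per gene, distal regions alone, Fisher's exact test for lists, motif windows of 50 bp on each side, controls without matching, and a replicate block. After the data were seen, regions specific to the other labels as motif controls, and presence at −log10 q of at least 5 with genes within 500 kb, were added.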

Results

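Open chromatin was mapped by bulk ATAC-seq, in which the Tn5 transposase inserts sequencing adapters into accessible DNA, in freshly dissected face tissue of wild-type mouse embryos at stage E11.5. The 6 libraries carried 3 tissue labels with 2 libraries each. The maxillary process forms most of the upper jaw, the mandibular process forms the lower jaw, and the tissue labelled nose surrounds the nasal pits. The series title places the samples within a study of enhancers in craniofacial development, and the comparisons below ask which accessible regions differ between these parts of the face. The names of the 4 jaw lists carried the abbreviation of the other jaw process than the label of their sample. Groups therefore follow the sample labels, and the text speaks of libraries labelled maxillary process or mandibular process throughout. The labels do not say whether the libraries of a label came from separate embryos or from pools.

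Each library was deposited as one list of peaks, and the reads behind the lists were not analysed here. The libraries labelled maxillary process held 219779 peak lines in replicate 1 and 299726 in replicate 2, those labelled mandibular process 299731 and 281768, and those labelled nose 275387 and 294926. Distinct intervals numbered 166140 and 186238, 207273 and 201251, and 202046 and 209833 in the same order. They covered between 39.0 Mb in replicate 1 and 56.2 Mb in replicate 2 of the label maxillary process, and the median width ranged from 153 bp in nose replicate 1 to 218 bp in maxillary process replicate 2. The weakest peak listed had a −log10 q of 1.3 in 4 libraries, 1.62 in mandibular process replicate 1 and 2.55 in maxillary process replicate 2. A region missing from the lists of those last libraries may thus lie below a higher limit, and the depth in reads is unknown.

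The merged peaks of all 6 libraries gave 382006 regions. Of these, 69940 (18.3%) were called in every library and 169570 (44.4%) in a single library. Libraries of the same label were more alike than libraries of different labels. The Jaccard index, the share of covered base pairs common to both lists, averaged 0.541 ± 0.0202 (SD, n = 3 pairs) within labels and 0.462 ± 0.0164 (SD, n = 12 pairs) between labels, and it was at least 0.519 in each same-label pair and at most 0.486 in each other pair. The difference of 0.0790 was the largest of the 15 ways to divide 6 libraries into pairs, which gave a one-sided exact permutation p of 0.0667, the smallest this design allows. Between labels, the mean index was 0.467 ± 0.0203 (SD, n = 4 pairs) for mandibular with maxillary process, 0.462 ± 0.00810 for mandibular process with nose and 0.458 ± 0.0212 for maxillary process with nose, differences smaller than their spread.

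Regions called in both libraries of one label and in none of the other 4 numbered 7282 for the label maxillary process, 10788 for mandibular process and 12140 for nose. The 12 pairs of libraries with different labels had between 1164 and 3685 such regions, with a median of 2709.5, so each label lay above the spread that pairs without a shared label showed. Regions shared by 2 labels only were fewer. There were 4579 called in all libraries labelled mandibular process and nose, 3657 in all labelled maxillary and mandibular process, and 3117 in all labelled maxillary process and nose. The order of the labels depended on list length: with the best 219779 peaks of each library the counts were 8051 for maxillary process, 6736 for mandibular process and 8658 for nose. When a label rested on 1 library, its count rose by construction, to 31511 and 25141 without maxillary process replicate 1 or 2, to 39141 and 44929 without mandibular process replicate 1 or 2, and to 47679 and 41589 without nose replicate 1 or 2.

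**Figure D1:**
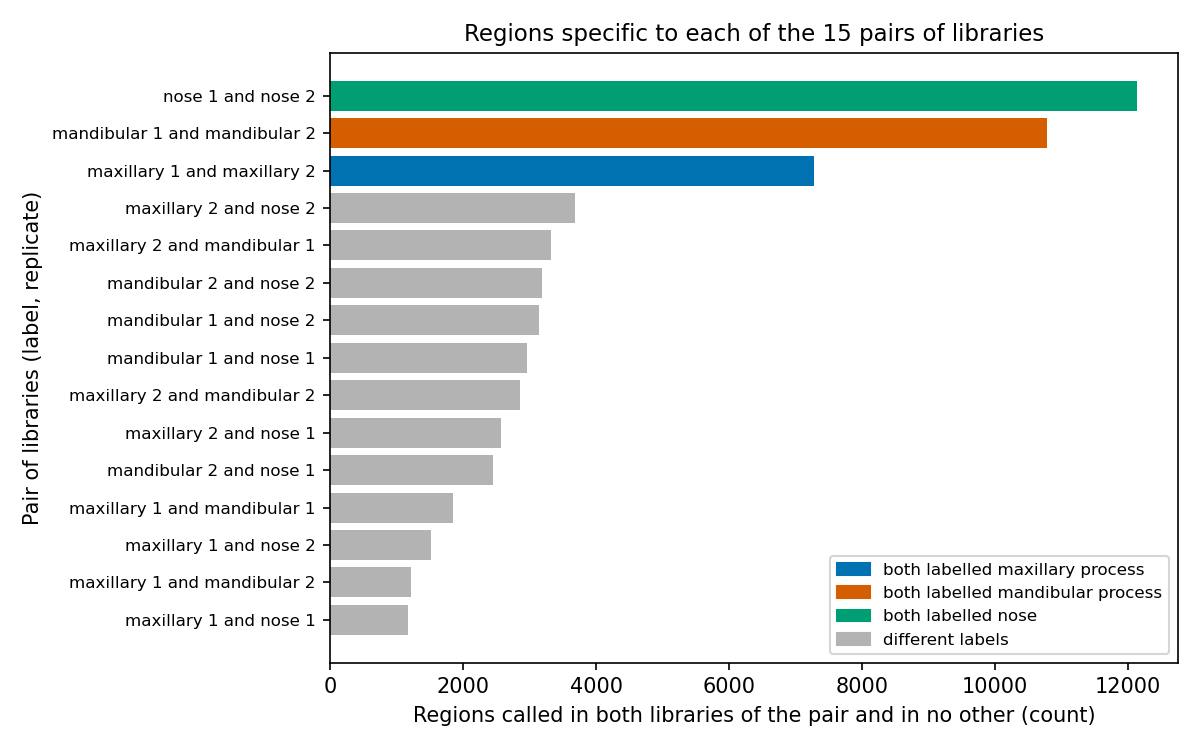
Number of merged regions called in both libraries of a pair and in no other library (horizontal axis, count) for each of the 15 pairs of libraries (vertical axis). Coloured bars are the pairs that share a label, with 7282, 10788 and 12140 regions, and grey bars are the 12 pairs with different labels, with at most 3685.

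Among the regions specific to the label maxillary process, the best ranked in both libraries lay on chromosome 5 at 55049138 to 55050062, an intergenic stretch 1051 kb from the start of Stim2 (GRCm38 coordinates throughout), with −log10 q of 21.1 and 35.6. The next lay on chromosome 9 at 92597626 to 92598212 in an intron of Plod2, which encodes a collagen lysyl hydroxylase, with −log10 q of 20.4 and 30.5, and on chromosome 15 at 38169432 to 38170345, intergenic and 49.3 kb from Odf1, with 18.1 and 32.1. For the label mandibular process they lay on chromosome 15 at 63671763 to 63672470 in an intron of the noncoding gene Gm41335 (29.9 and 18.1), on chromosome 12 at 64713458 to 64713779, intergenic and 204 kb from Gm527 (18.3 and 22.2), and on chromosome 10 at 103129214 to 103129875 in an intron of Lrriq1 (18.2 and 17.4). The last is nearest to Alx1, a homeobox gene of the frontonasal mesenchyme, at 99.2 kb. For nose they lay on chromosome 14 at 120758300 to 120758949, intergenic and 153 kb from Ipo5 (28.3 and 34.0), on chromosome 5 at 51471644 to 51472003 in an intron of Ppargc1a, a coactivator of mitochondrial genes (18.9 and 21.8), and on chromosome 5 at 16791268 to 16791771, intergenic and 365 bp from the start of Gm28710 (25.5 and 19.95).

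Label-specific regions were rarely promoters. Within 1 kb of a start site lay 1.95% of those of the label maxillary process (Wilson 95% interval 1.66 to 2.29), 3.20% of those of mandibular process (2.88 to 3.55) and 2.78% of those of nose (2.51 to 3.09), against 25.3% of the 69940 regions called in all libraries. By Fisher's exact test, two-sided, the odds ratios were 0.0586 (0.0498 to 0.0695), 0.0974 (0.0875 to 0.109) and 0.0844 (0.0758 to 0.0943). The median distance to the nearest start site was 70.3, 72.4 and 80.2 kb in that order and 25.1 kb for the shared regions. Shared regions were also wider, with a median of 535 bp against 266, 204 and 200 bp. All such intervals cover counting error only.

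Between the jaw processes, regions near Hand2 leaned to the libraries labelled maxillary process, and regions near Alx1 and Alx4 to those labelled mandibular process. Hand2, a basic helix-loop-helix factor of lower-jaw mesenchyme, had 4 regions called in both libraries labelled maxillary process and in neither labelled mandibular process, and 0 of the opposite kind. The 4 lay on chromosome 8 at 57238150 to 57238505, 57331696 to 57332171, 57360950 to 57361319 and 57368007 to 57368835. The second lies in an exon of the noncoding gene Gm34030 and the others are intergenic. Alx1 and Alx4, homeobox genes of the upper face, had 0 and 7 and 0 and 5 regions in the same order. For other genes named beforehand the counts were 0 and 0 for Hand1, 0 and 2 for Dlx5, 2 and 3 for Dlx6, and 4 and 3 for Pou3f3, with the libraries labelled maxillary process first. The size of the leanings changed with the settings, in both directions. Hand2 had 7 and 0 regions with lists of equal length and with cover of at least 50% or 200 bp of a region, 10 and 1 with genes up to 500 kb away and 9 and 1 without maxillary process replicate 2. Alx1 had 2 and 16 and Alx4 1 and 13 without mandibular process replicate 1, and 1 and 15 and 1 and 13 without its replicate 2. In contrast, Alx4 had 4 and 7 without maxillary process replicate 2, Alx1 had 2 and 3 regions with lists of equal length and 1 and 2 with a −log10 q of at least 3, Alx4 0 and 1 with the best 50000 peaks, and with presence at −log10 q of at least 5 Hand2 and Alx4 had 0 and 0 and Alx1 had 0 and 1. The counts of the other genes changed too. Without maxillary process replicate 1 or 2, Hand1 had 7 and 2 and 5 and 2, and Dlx6 turned to 6 and 4 and 5 and 3. Without mandibular process replicate 1 or 2, Pou3f3 turned to 4 and 6 and 6 and 11. Counts of a label left with 1 library rise by construction, here and for Hand2, Alx1 and Alx4 above. With all libraries Dlx6 turned to 2 and 0 with the best 50000 peaks, and Pou3f3 to 7 and 8 with genes up to 500 kb away. By list, 17 and 14 regions lay near the lower-jaw genes, 11 and 17 near the upper-jaw genes, 8 and 30 near the frontonasal genes and 9 and 25 near the genes of nasal epithelium. The libraries labelled maxillary process thus held 54.8% of the differing regions near lower-jaw genes and 28.8% near upper-jaw and frontonasal genes, against 39.5% across the genome. The difference of 26.1 percentage points had a two-sided p of 0.0308 in a permutation test on 100000 random gene lists, a test chosen after the counts were seen. It no longer passed the permutation test with presence at −log10 q of at least 5 (33.3 points, p = 0.477), with genes within 50 kb (21.2 points, p = 0.138) or with every gene within 100 kb (17.0 points, p = 0.0679). It passed in the 8 other settings with all libraries, where it reached 60.7 points with the best 50000 peaks, and with each jaw library left out (16.1 to 27.2 points).

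**Figure D2:**
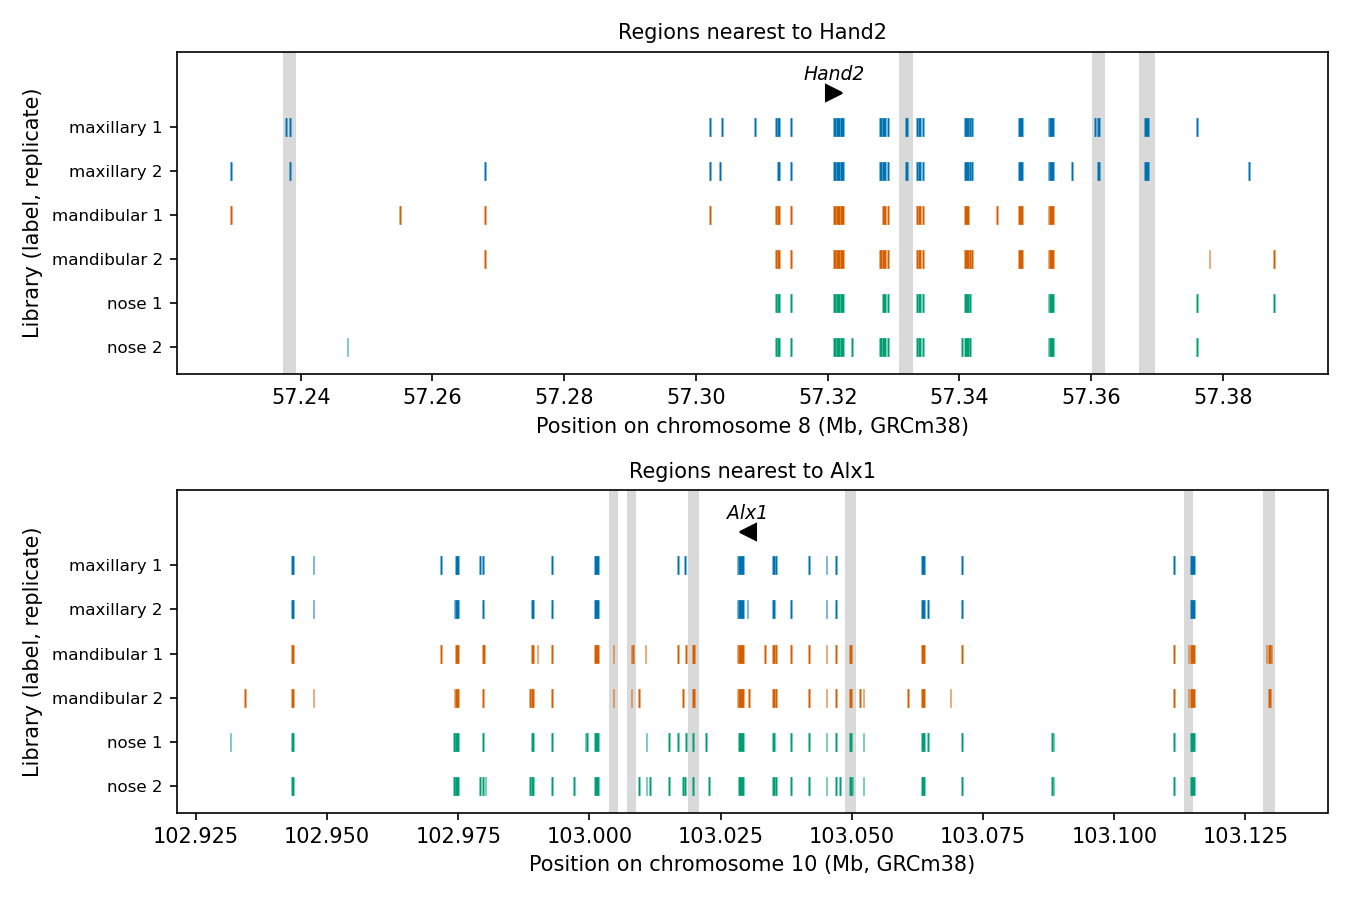
Regions nearest to Hand2 on chromosome 8 and to Alx1 on chromosome 10 (horizontal axes, position in Mb on GRCm38) in each of the 6 libraries (vertical axes). Each tick is a region called in that library, narrow ones widened to stay visible, arrowheads mark the start and direction of the gene, and grey bands, drawn wider than the regions, mark those called in both libraries of one jaw label and neither of the other. There are 4 such regions at Hand2, all called in the libraries labelled maxillary process, and 7 at Alx1, all called in those labelled mandibular process, some of them merged into one band.

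Across the genome, 13446 regions were called in both libraries labelled maxillary process and neither labelled mandibular process, and 20627 in the opposite direction. The 2 other ways to split these 4 libraries gave 3413 and 7309, and 2584 and 7648 regions. The balance of directions depended on list length, since the best 219779 peaks of each library gave 14678 and 12268. No single gene passed the test of unequal regions. Of 994 genes tested by an exact two-sided binomial test with Benjamini-Hochberg adjustment, 0 were called, and the smallest adjusted p was 0.381. An unadjusted p under 0.05 was found for 62, where at most 49.7 are due by chance. With few regions per gene the exact test takes few values, so the number due is below this limit. It was not computed, and whether there is an excess was not tested. Without mandibular process replicate 1 there was 1 call, Sik1 (adjusted p 0.0199 in the same exact test). Leaving out 1 library moved these counts: regions of maxillary process rose to 47377 and 35204 without its replicate 1 or 2 and to 20242 without mandibular process replicate 1, and regions of mandibular process rose to 57178 and 63441 without its replicate 1 or 2 and to 37221 without maxillary process replicate 2.

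Between the label maxillary process and nose, Hand2 stood out among the lower-jaw genes. It had 7 regions called in both libraries labelled maxillary process and neither of nose, and 0 of the opposite kind, with an adjusted exact binomial p of 0.00591 when adjusted over the list alone (4 members tested). By the same exact test this passed neither over all 1118 genes tested (0 calls, smallest adjusted p 0.524, 55 with an unadjusted p under 0.05 where 55.9 are due by chance) nor over the list alone when peaks needed a −log10 q of at least 3 (5 and 1 regions, p = 0.438) or without maxillary process replicate 1 (12 and 2 regions, p = 0.429). Near the lower-jaw genes as a list, 26 regions were of maxillary process and 15 of nose. Near the frontonasal genes, which include Alx1, Alx4 and Pax3, 10 regions were of maxillary process and 37 of nose, and near the genes of nasal epithelium, which include Pax6 and Sox2, 14 and 35. These list counts carry no test of their own. In all, 14213 regions were called in both libraries labelled maxillary process and neither of nose, and 21847 the other way, against 2710 and 9119, and 3160 and 6360, in the other splits of the 4 libraries. With lists of equal length they were 14498 and 14187. Over all genes, 1 call each arose without maxillary process replicate 1 (Plekha5) and without nose replicate 2 (Frmpd4). Regions of maxillary process rose to 48156, 36654 and 21692 without its replicate 1, its replicate 2 or nose replicate 2, and regions of nose rose to 66263, 59422 and 37907 without its replicate 1, its replicate 2 or maxillary process replicate 2.

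Between the label mandibular process and nose, Wnt11, a secreted Wnt ligand, had 9 regions called in both libraries labelled mandibular process and neither of nose. It had 0 of the opposite kind, with an adjusted exact binomial p of 0.00534 when adjusted over the list of facial signals alone (3 members tested). By the same exact test it passed neither over all 1258 genes tested (0 calls, smallest adjusted p 0.562, 80 with an unadjusted p under 0.05 where 62.9 are due by chance) nor over the list alone with a −log10 q of at least 3 (6 and 0 regions, p = 0.0633) or without mandibular process replicate 1 (15 and 1, p = 0.0973) or 2 (20 and 3, p = 0.248). Hand2 and Wnt11 were the 2 calls among 48 list and contrast combinations with a tested member, where up to 2.4 are due by chance. Near the lower-jaw genes, 20 regions were of mandibular process and 11 of nose, near the frontonasal genes 24 and 22, and near the genes of nasal epithelium 16 and 26. The whole genome gave 19518 regions of mandibular process and 19920 of nose, against 5135 and 5994, and 6038 and 4292, in the other splits. Regions of mandibular process rose to 53270 and 60757 without its replicate 1 or 2, and those of nose to 62471 and 54342 without its replicate 1 or 2.

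None of the 19 gene lists held a share of label-specific regions that differed from random lists in any label (57 two-sided permutation tests, 0 past the threshold, smallest adjusted p 0.276, 6 with an unadjusted p under 0.05). Those 6 follow, each with the share in random lists. Near the facial signals 5 of 152 nose regions were specific to nose (3.29% against 8.92%, permutation p = 0.0115), with 2 at Bmp2. Near general facial mesenchyme genes it was 4 of 126 (3.17% against 8.87%, permutation p = 0.0187), with 2 at Foxc1, a forkhead gene. In the libraries labelled maxillary process, 9 of 54 regions near muscle genes were specific (16.7% against 5.66%, permutation p = 0.0130), 4 of them at Tcf21, a factor of head muscle progenitors. The lower-jaw list had 14 of 106 (13.2% against 6.42%, permutation p = 0.0194), 4 of them at Hand2, and the eye list 6 of 36 (16.7% against 5.56%, permutation p = 0.0489), 2 of them at the lens gene Foxe3. In the libraries labelled mandibular process the eye list had 7 of 37 (18.9% against 7.89%, permutation p = 0.0409), 3 of them at Mitf, a gene of pigmented cells. All p of these 6 lists are unadjusted.

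The other list shares did not reach an unadjusted permutation p of 0.05 and are given in the order maxillary process, mandibular process and nose. The lower-jaw list had 7.34% and 6.86% in the last pair of labels. Upper-jaw genes had 5.26%, 7.48% and 11.1%, with 5 nose-specific regions at Nr2f2, and genes of the whole first arch had 3.90%, 9.64% and 6.33%, with 4 mandibular-specific regions at Lhx8. Frontonasal genes had 6.49%, 12.1% and 14.5%, with 5 regions at Alx1 in each of the last pair of labels, and nasal epithelium genes 5.17%, 7.81% and 12.8%. General facial mesenchyme genes had 6.72% and 7.95% outside nose, with 5 mandibular-specific regions at Twist1, and facial signals 4.58% and 7.64%, with 3 at Wnt11. Cartilage and bone genes had 5.56%, 11.6% and 9.82%, with 3 mandibular-specific regions at Runx2, the osteoblast regulator. Surface and oral epithelium had 2.17%, 5.98% and 7.62%, with 5 nose-specific regions at Trp63, the regulator of stratified epithelium, and clefting genes 4.59%, 6.56% and 8.66%, again with Trp63 foremost. Pharyngeal endoderm had 4.11%, 6.74% and 11%, with 5 mandibular-specific regions at Nkx2-1. Of the lists of adjoining cell types, second-arch Hox genes had 8.33%, 8.33% and 0%, with 1 region each at Hoxb4 and Hoxd3. The share given for random lists was 0%, yet 8.33% was not unusual among them (permutation p = 0.742 and 0.887). Muscle had 6.25% and 7.41% in the last pair (2 each at Msc). Neurons had 8.11%, 4.88% and 10.99% (3 at Elavl4 in nose), and forebrain 6%, 9.62% and 7.02% (3 at Otx1 in maxillary process, 3 at Otx2 in mandibular process). Eye genes in nose had 9.09%. Schwann cell precursors and melanoblasts had 6.06%, 7.41% and 13.5% (2 at Foxd3 in nose), endothelium 8.86%, 7.95% and 15.4% (7 at Emcn in nose, where random lists had 8.79%, permutation p = 0.0752), and blood 0%, 10.3% and 3.45% (2 at Gata1 in mandibular process).

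The sequence of the nose-specific regions set them apart from those of the jaw labels. The E-box CAGATG, of the type bound by Twist and Hand factors, lay within 100 bp of the summit in 16.2% of them against 26.6% of shared regions matched on GC content and promoter class (odds ratio 0.535, 95% interval 0.502 to 0.570, adjusted p 1.34e-85, Fisher's exact test, two-sided). In regions specific to the labels maxillary and mandibular process its share was 26.3% against 25.8% and 26.7% against 26.6% (adjusted p 0.578 and 0.950). Pairs of libraries with different labels gave odds ratios of 0.587 to 1.02, and nose, computed in the same way, gave 0.549. Set directly against regions specific to the other labels, a control chosen after the values were seen, the share was 16.2% against 26.2% in nose (adjusted p 6.68e-79). In the jaw labels the motif fell below its control when the label rested on 1 library, with 23.3% against 25.5% and 21.9% against 25.6% without maxillary process replicate 1 or 2, and 22.0% against 25.6% and 22.8% against 25.5% without mandibular process replicate 1 or 2. Nose-specific regions also carried more SOX motifs (30.9% against 26.4%, odds ratio 1.24, interval 1.18 to 1.32, adjusted p 1.17e-13) and more TFAP2 motifs (6.44% against 5.08%, odds ratio 1.29, interval 1.15 to 1.43, adjusted p 2.37e-05), both beyond the pairs with different labels, which reached 1.16 and 1.13. SOX and TFAP2 factors act in placodes, neural crest and surface ectoderm. The TFAP2 difference turned to 6.44% against 10.8% when controls were matched on neither GC content nor promoter class. It did not pass Fisher's exact test with the best 50000 peaks (8.97% against 6.99%, adjusted p 0.169).

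Regions specific to the label mandibular process carried the RUNX motif TGTGGTT, the site of the skeletal and blood-cell factors Runx1 to Runx3, in 10.4% against 6.81% of matched shared regions (odds ratio 1.58, interval 1.44 to 1.75, adjusted p 2.00e-19). Its share was below the control in the label maxillary process (4.96% against 6.34%) and in nose (4.41% against 6.85%). Pairs with different labels ranged from 0.50 to 1.37. Against regions specific to the other labels the share was 10.3% against 4.53% (adjusted p 1.87e-57). The difference shrank when the label rested on 1 library and did not pass without mandibular process replicate 1 (6.76% against 6.41%, adjusted p 0.0893), while it passed without replicate 2 (7.60% against 6.40%). The same regions carried fewer homeodomain motifs TAATTA (4.49% against 6.29%, odds ratio 0.70, interval 0.620 to 0.790, adjusted p 3.07e-08), which lay inside the range of the other pairs, 0.685 to 1.15, and below it (0.655) with the other draw of controls. This difference turned to 4.63% against 3.86% when controls were matched on neither GC content nor promoter class. It did not pass Fisher's exact test with the best 50000 peaks (4.33% against 6.32%, adjusted p 0.0659).

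CTCF sites, found at insulators in most cell types, were scarce in label-specific regions, at 0.137% in the label maxillary process, 0.671% in mandibular process and 0.305% in nose against 5.18%, 5.17% and 5.09% of matched shared regions. They were scarce in regions of pairs with different labels too (odds ratios 0.113 to 0.322), a range that held mandibular process (0.124, and 0.130 with the other draw) and lay above maxillary process (0.0252) and nose (0.0570). Between labels, CTCF was more frequent in regions of mandibular process than in those of the other labels (0.667% against 0.286%, adjusted p 0.000157). Of the 54 tests of 18 motifs, 29 passed: 6 in maxillary process (11 without either of its libraries), 11 in mandibular process and 12 in nose. With the draw of controls used for the pairs, 10 of the 29 lay outside the range of the 12 pairs with different labels and 19 inside it, and for 4 of the 29 the draw decided. Those inside included AGGTCA, the nuclear receptor site (12.1% against 8.51% in nose, 11.47% against 9.12% in maxillary process), and the MEIS motif (20.2% against 15.8% in maxillary process, 19.1% against 15.9% in mandibular process). For MEIS in maxillary process the odds ratio was 1.35 with the first draw, above the highest pair with different labels (1.29), and 1.28 with the other, so whether it exceeded that range depended on the draw.

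**Figure D3:**
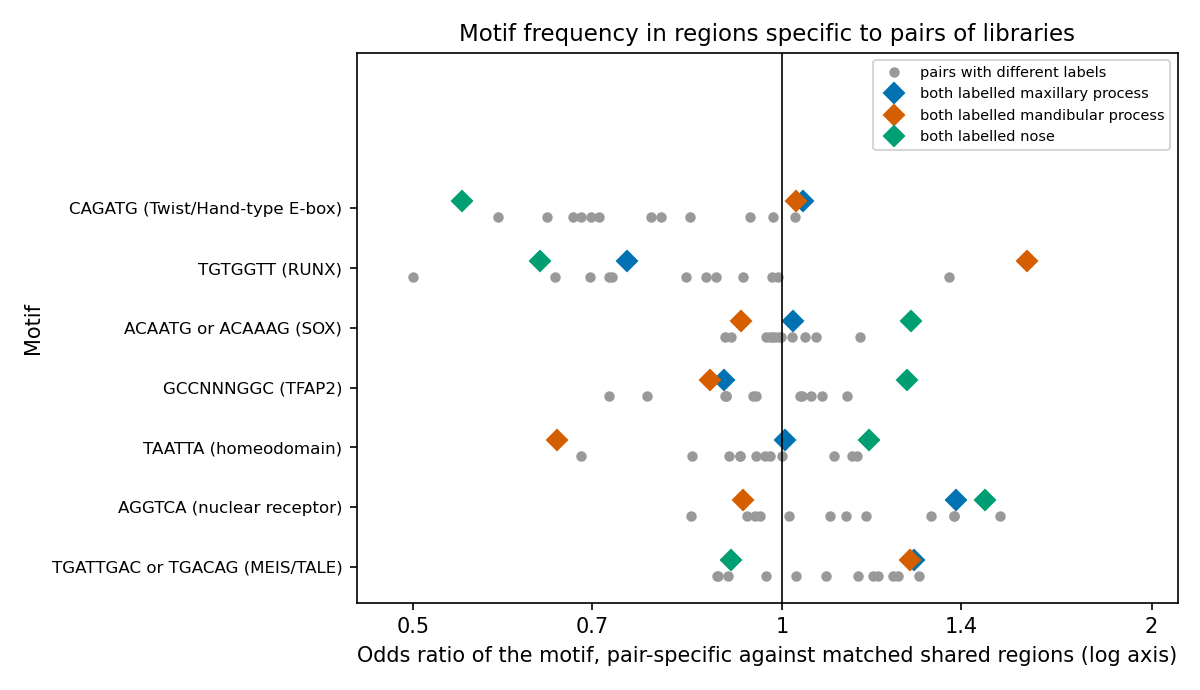
Odds ratio of a motif in regions specific to a pair of libraries against matched regions called in all 6 libraries (horizontal axis, log scale) for 7 motifs (vertical axis). Diamonds are the pairs that share a label and grey points are the 12 pairs with different labels; the E-box of nose lies at 0.549 and RUNX of the label mandibular process at 1.58, both outside the grey points.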

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

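The motif control of regions specific to the other labels, and presence at −log10 q of at least 5 with genes within 500 kb, were chosen after the data were seen. Of 1194 values recomputed under an alternative, 974 kept their direction and their side of the threshold or stayed within 1.5 times a count, 116 counts moved further, 80 tests no longer passed and 24 changed direction. The 974 include 63 values, and 54 more with a library left out, on whether the best ranked regions stayed label-specific, which stricter lists can hardly undo and which say nothing about stability. They also include values that could not change and say nothing about it either. Such are the counts of the replicate block, and contrasts with a library left out whose label was not compared. The higher similarity within labels held throughout (difference 0.0723 to 0.0917, and 0.0689 to 0.0988 with 1 library left out), always at the smallest exact permutation p the design allows, 0.0667, which says nothing about stability. Lower promoter shares and the 0 gene lists past the threshold held in every setting run on them. Genes called stayed at 0 in every setting with all libraries. The number and length of the lists limit what can be seen: weak peaks are missing from the lists of 299726 and 299731 lines, which begin at a higher −log10 q, and absence of a peak is not absence of accessibility.

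Counts of regions fell with each stricter threshold and with the best 50000 peaks, and moved both ways with lists of equal length. With a −log10 q of at least 3, label-specific regions numbered 4649 in maxillary process, 5343 in mandibular process and 5657 in nose. The contrasts gave 8247 and 8696 for maxillary against mandibular process, 9083 and 8806 for maxillary process against nose, and 12478 and 11779 for mandibular process against nose. With presence at −log10 q of at least 5, the same counts were 456, 673 and 695, then 1032 and 1756, 1161 and 1560, and 1853 and 1472. With the best 50000 peaks they were 1423, 1509 and 1360, then 2574 and 2433, 2651 and 2245, and 2853 and 2605. With lists of equal length the counts of maxillary process rose, from 7282 to 8051 label-specific regions, from 13446 to 14678 against mandibular process and from 14213 to 14498 against nose, and the counts that moved furthest were 6736 label-specific regions of mandibular process, 12268 of mandibular against maxillary process and 14187 of nose against maxillary process. The split of maxillary against mandibular process, 13446 and 20627 in full lists, was 14678 and 12268 with equal length.

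With 1 library left out, a label rests on a single library and its count rises by construction. Label-specific regions ranged from 8521 to 31511 in maxillary process, 12317 to 44929 in mandibular process and 13356 to 47679 in nose. Regions of maxillary and not mandibular process ranged from 13446 to 47377, the reverse from 20627 to 63441, maxillary process and not nose from 14213 to 48156, the reverse from 21847 to 66263, mandibular process and not nose from 19518 to 60757, and the reverse from 19920 to 62471. Genes called ranged from 0 to 1 for maxillary against mandibular process and from 0 to 1 for maxillary process against nose, and motifs past the threshold in maxillary process from 6 to 11.

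The higher share of maxillary-labelled regions near lower-jaw genes kept its direction but did not pass at −log10 q of at least 5 (33.3 points), with genes within 50 kb (21.2) or with every gene within 100 kb (17.0). It passed in the 8 other settings with all libraries, in which it reached 60.7 points with the best 50000 peaks, and with each jaw library left out (16.1 to 27.2 points). Among its genes, the count of maxillary minus mandibular process turned for Dlx6 to 2 with the best 50000 peaks and to 2 without maxillary process replicate 1 or 2 (range -3 to 2 with 1 library left out). For Pou3f3 it turned to -1 with genes within 500 kb and to -2 and -5 without mandibular process replicate 1 or 2 (range -5 to 5). With a library left out, both turned towards the label left with 1 library, whose count rises by construction. The cause of the other turns was not tested.

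Motifs past the threshold numbered 2, 5 and 5 (maxillary process, mandibular process, nose) at −log10 q of at least 5, 7 in mandibular process with equal list length, 5 in mandibular process and 6 in nose with the best 50000 peaks, 15 in maxillary process without matching and 10 in maxillary process against regions of the other labels. When controls were matched on neither GC content nor promoter class, the share turned against its control for several motifs. In nose it turned for TFAP2 (6.44% against 10.8%), TAATTA with CAGATG (1.08% against 0.921%) and MEIS (14.8% against 14.7%). In mandibular process it turned for TAATTA (4.63% against 3.86%), TAATTA with CAGATG (1.13% against 0.921%), PITX (6.12% against 5.38%), CTAATTA (1.77% against 1.61%) and EBF (0.491% against 0.495%). In maxillary process it turned for RUNX (4.96% against 4.84%). At −log10 q of at least 5 it turned for PITX in maxillary process (6.58% against 8.33%), EBF in mandibular process (0.446% against 0.594%) and CTAATTA in nose (1.58% against 1.87%). EBF in mandibular process also turned with summit windows (0.465% against 0.540%) and without maxillary process replicate 2 (0.462% against 0.476%, range 0.462% to 0.558% with 1 library left out). AGGTCA in mandibular process turned without its replicate 1 (10.2% against 9.24%, range 7.82% to 10.2%), TAATTA in nose without its replicate 1 or 2 (5.62% against 5.64%, 5.73% against 5.85%, range 5.62% to 7.17%), and CTCF in mandibular process against regions of the other labels (0.667% against 0.286%). The cause was not tested. The other 25 motif tests did not pass in the main setting. Of them, 22 passed without matching, 12 against regions of the other labels, 5 to 9 with a library left out, 5 with cover of at least 50% or 200 bp of a region, 4 with summit windows, 4 without X and Y, 3 with windows of 50 bp, 3 with equal list length, 2 with a −log10 q of at least 3, 1 with presence at −log10 q of at least 5 and 1 with the best 50000 peaks.

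The replicate numbers do not pair the samples: deviations of same-numbered libraries correlated at 0.0133 (maxillary with mandibular process), 0.0104 (maxillary process with nose) and 0.00979 (mandibular process with nose) over 312066 regions. A replicate block, in which a region must differ within number 1 and within number 2, gave the unblocked counts of 7282, 10788 and 12140 label-specific regions and 13446, 20627, 14213, 21847, 19518 and 19920 regions in the contrasts, because the definition without pairing already requires it. It changed no call.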

Other observations

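Of the tests below, 3 were chosen only after the result was seen: the exchange of labels on lower-jaw genes, and list length and single libraries for the RUNX motif. Around other regulators of the face, some counts were singled out after their values were seen. Barx1, a homeobox gene of the jaw mesenchyme and stomach, had 4 regions called in both libraries labelled maxillary process and neither labelled mandibular process, and 0 of the opposite kind, the widest on chromosome 13 at 48734884 to 48735467 with −log10 q of 5.66 and 17.2. Pitx1, a homeobox gene of the lower jaw and hindlimb, had 5 and 2, of which the farthest lay 78.9 kb from its start site. Regions shared by a pair of labels resembled the label-specific ones in position: their median distance to a start site was 66.1 kb for mandibular process with nose, 75.3 kb for maxillary process with nose and 68.5 kb for maxillary with mandibular process, and 4.46%, 3.30% and 3.06% of them were promoters. GATA motifs in nose (10.7% against 9.08% of matched shared regions, adjusted p 5.63e-05, Fisher's exact test) lay inside the range of pairs with different labels.

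The first pattern is that lower-jaw genes had more, and frontonasal genes fewer, regions in the libraries labelled maxillary process. Upper-jaw genes alone did not lean, with 39.3% of their differing regions in these libraries against 39.5% across the genome. An exchange of the tissue labels of the jaw processes may be the source, in which case the file names would be right. The test on lower-jaw against upper-jaw and frontonasal genes (26.1 percentage points, permutation p = 0.0308) restates the counts that prompted it and so neither favours nor excludes the exchange, although it passed in 8 of 11 other settings with all libraries (17.0 to 60.7 points over the 11, the same direction in each) and with each jaw library left out. A test on tissues next to the jaws, fixed before its values were seen, set pharyngeal, muscle and second-arch genes against eye, forebrain and nasal epithelium genes, and its difference of 10.9 points (permutation p = 0.304) left the exchange and the labels as given undecided there. A difference between the tissues as labelled stays open too, since regions can repress a gene, and no expression was measured.

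The second pattern is that the label maxillary process had fewer specific regions than nose, by a ratio of 1.67. List length may account for it, since with the same number of peaks from each library the ratio of nose to maxillary process was 1.08. A biological difference in the number of specific regions was not tested apart from this.

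The third pattern is the RUNX motif in regions specific to the label mandibular process, for which white blood cells may be a source, but the site GAGGAAGT of their factor PU.1 had an odds ratio of 1.13 (0.887 to 1.45), wholly below that of RUNX, which argues against them as the whole source. The blood list, with Spi1 and Ptprc, had 3 of 29 specific regions there (10.3% against 6.90% in random lists, permutation p = 0.582). List length is argued against by an odds ratio of 1.61 (1.42 to 1.82) with equal lengths, and a repeat family by 1.57 (1.33 to 1.84) in 3825 regions free of repeat bases. Whether 1 of the libraries brought the pattern cannot be told apart from a shared property: the odds ratio was 1.06 (0.999 to 1.12) without replicate 1 and 1.20 (1.14 to 1.27) without replicate 2, and such regions are mostly those of a single library. Skeletal precursors with Runx2 in the tissue so labelled remain an untested hypothesis, and the doubt about the jaw labels applies to it.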
